# Actin Family Proteins in the Human INO80 Chromatin Remodeling Complex Exhibit Functional Roles in the Induction of Heme Oxygenase-1 with Hemin

**DOI:** 10.3389/fgene.2017.00017

**Published:** 2017-02-21

**Authors:** Yuichiro Takahashi, Hirokazu Murakami, Yusuke Akiyama, Yasutake Katoh, Yukako Oma, Hitoshi Nishijima, Kei-ichi Shibahara, Kazuhiko Igarashi, Masahiko Harata

**Keywords:** actin family, chromatin, chromatin remodeling, heme oxygenase-1, stress response

## Abstract

Nuclear actin family proteins, comprising of actin and actin-related proteins (Arps), are essential functional components of the multiple chromatin remodeling complexes. The INO80 chromatin remodeling complex, which is evolutionarily conserved and has roles in transcription, DNA replication and repair, consists of actin and actin-related proteins Arp4, Arp5, and Arp8. We generated Arp5 knockout (KO) and Arp8 KO cells from the human Nalm-6 pre-B cell line and used these KO cells to examine the roles of Arp5 and Arp8 in the transcriptional regulation mediated by the INO80 complex. In both of Arp5 KO and Arp8 KO cells, the oxidative stress-induced expression of *HMOX1* gene, encoding for heme oxygenase-1 (HO-1), was significantly impaired. Consistent with these observations, chromatin immunoprecipitation (ChIP) assay revealed that oxidative stress caused an increase in the binding of the INO80 complex to the regulatory sites of *HMOX1* in wild-type cells. The binding of INO80 complex to chromatin was reduced in Arp8 KO cells compared to that in the wild-type cells. On the other hand, the binding of INO80 complex to chromatin in Arp5 KO cells was similar to that in the wild-type cells even under the oxidative stress condition. However, both remodeling of chromatin at the *HMOX1* regulatory sites and binding of a transcriptional activator to these sites were impaired in Arp5 KO cells, indicating that Arp5 is required for the activation of the INO80 complex. Collectively, these results suggested that these nuclear Arps play indispensable roles in the function of the INO80 chromatin remodeling complex.

## Introduction

In the nucleus of eukaryotes, the genomic DNA is packaged into a complex nucleoprotein structure, known as chromatin. Chromatin structure restricts the accessibility of factors involved in the DNA-based cellular process, including transcription, DNA replication, and DNA damage repair. The ATP-dependent chromatin-remodeling complexes regulate these processes through remodeling of the chromatin structure. These complexes consist of an enzymatic component and multiple subcomponents, which regulate their complex functions. It is known that some of the chromatin remodeling complexes contain actin family proteins as essential subcomponents (Oma and Harata, 2011).

The actin family consists of conventional actin and actin-related proteins (Arps). Arps are classified into Arp1 to Arp10 subfamilies, and each subfamily is evolutionarily conserved (Dion et al., 2010; Oma and Harata, 2011). The structure of the core domain of actin and Arp molecules, known as the actin fold, is highly conserved among the members of the actin family (Fenn et al., 2011; Gerhold et al., 2012). On the other hand, each member of this family has distinct molecular surface structure. Whereas some of the Arps are predominantly localized in the cytoplasm, several Arps (namely Arp 4, Arp 5, Arp 6, Arp 7, Arp 8, and Arp 9) are accumulated in the nucleus (Dion et al., 2010; Oma and Harata, 2011). Consistent with these results, all of these nuclear Arps were found to be parts of chromatin remodeling complexes of which actin is also a component.

The INO80 chromatin remodeling complex contains four actin family members: actin, Arp4, Arp5, and Arp8 (Oma and Harata, 2011; Tosi et al., 2013). These actin family proteins of the INO80 complex is evolutionarily conserved from yeast to human (Cai et al., 2007; Wu et al., 2007; Yao et al., 2008). Although actin and Arp4 are also found in some other chromatin remodeling complexes, Arp5 and Arp8 are identified as specific components of the INO80 complex. In addition to containing the Ino80 molecule as a scaffold, the budding yeast INO80 complex also contains four topological modules, namely Arp8-, Arp5-, Nhp10-, and Rvb-modules (Tosi et al., 2013).

Arp8 is included in the Arp8-module together with actin and Arp4, and has histone binding ability (Shen et al., 2003; Gerhold et al., 2012). We have recently reported that the human Arp8 binds to double- and single-stranded DNAs (Osakabe et al., 2014). We have also established gene knockout (KO) human cell line lacking Arp8 (Arp8-KO cells), and showed that Arp8 is required for the double strand DNA break (DSB) repair function of the INO80 complex (Osakabe et al., 2014). However, human Arp8's contribution to transcriptional regulation remains yet to be analyzed using the Arp8KO cells. Although Arp5, which is included in the Arp5-module, a module different from the Arp8-module, is supposed to have a distinctive role in the INO80 complex (Kitamura et al., 2015), our knowledge regarding the function of the human Arp5 in the INO80 complex is still very limited, especially its role in transcriptional regulation.

Reactive oxygen species (ROS), which are highly reactive in nature and cause oxidative stress, are known to disturb cellular homeostasis, which in some cases lead to the development of cancer and other diseases (Loboda et al., 2016). ROS are known to induce transcription of a set of genes, and heme oxygenase-1 (HO-1), which is a representative oxidative stress-inducible protein, has potent anti-inflammatory, antioxidative and antiproliferative effects (Vile et al., 1994; Camhi et al., 1995; Maeshima et al., 1996). Recently, Katoh et al. (2011) observed that Ino80 and Arp4 in complexes associate with the promoter of *HMOX1* gene, which encodes for HO-1, suggesting a possibility that the INO80 complex is involved in the transcriptional regulation of *HMOX1*.

In this study, we examined the roles of human Arp5 and Arp8 in the transcriptional regulation mediated by the INO80 complex using respective KO cells. We observed that these actin family proteins have distinctive roles in the activation of *HMOX1*. Using ChIP analysis we found that Arp8, but not Arp5, is required for the binding of INO80 complex to chromatin. On the other hand, both remodeling of chromatin at the *HMOX1* regulatory sites and binding of a transcription activator to these regulatory sites were impaired in Arp5 KO cells. These observations provided novel information about the distinctive functional contributions of actin family proteins in the transcriptional regulation mediated by the human INO80 complex.

## Materials and methods

### Cell culture and induction of oxidative stress

Nalm-6 pre-B cells were cultured at 37°C in Roswell Park Memorial Institute medium containing GlutaMAX™-I (Invitrogen) supplemented with 10% fetal bovine serum, penicillin, and streptomycin as described previously (Ono et al., 2009). To induce oxidative stress, hemin (Sigma) was added to the culture medium to a final concentration of 20 μM.

### Establishment of Arp5-knockout (KO) cells

Arp5 KO cells were generated using protocols similar to that was used for the generation of Arp8 KO cells (Osakabe et al., 2014) with some modifications. Briefly, the left (3.1 kb) and right (3.6 kb) arms of the targeting vectors were, respectively, amplified by PCR using the genomic DNA purified from Nalm-6 pre-B cells as the template. The left arm and the right arm contained exons 2–3 and intron 5, respectively (see Supplementary Figure S1). The disruption of both alleles of the *ARP5* gene was confirmed by Southern blot analysis using probes shown in Supplementary Figure S1. Arp5 knockout cells were successfully established, and they were confirmed to be devoid of Arp5 by Western blot analysis using an anti-Arp5 antibody.

### Western blot analysis

Western blot analysis was performed as was described earlier (Kitayama et al., 2009) using anti-Arp5 (Kitayama et al., 2009), anti-Ino80 (Abcam), anti-α-tubulin (Sigma), anti-MafK (Santa Cruz Biotechnology), anti-Bach1 (Dohi et al., 2008), or anti-Nrf2 (Santa Cruz Biotechnology) antibody. An anti-IgG conjugated to horseradish peroxidase (Promega) was used as the secondary antibody, and ECL Western blotting detection reagents (GE Healthcare) were used for the detection of bound antibodies.

### Quantitative RT-PCR analysis

Total RNA from human Nalm-6 pre-B cells was extracted with the RNeasy Mini kit (QIAGEN) following the manufacture's protocol. To prepare cDNA, an aliquot (2.0 μg) of the extracted RNA was incubated with 10 μl of 2xMaster Mix (Applied Biosystems) (RT buffer, 100 mM dNTP Mix, 10 mM random primers, 1 μl Multiscribe Reverse Transcriptase, RNase inhibitor, nuclease-free water) for 10 min at 25°C, for 120 min at 37°C and finally for 5 min at 85°C. An aliquot of this cDNA was used for quantitative PCR as described (Kusakabe et al., 2016). Quantitative PCR was carried out using gene specific primers for human *HMOX1* (5′-CTCTCGAGCGTCCTCAGC-3′ and 5′-TTCAGGGCCTCTGACAAATC-3′) and for human *36B4* (5′-CGACCTGGAAGTCCAACTAC-3′ and 5′-ATCTGCTGCATCTGCTTG-3′).

### Chromatin immunoprecipitation (ChIP) assay

ChIP assays was performed as described earlier (Kimura et al., 2008) with some modifications. In brief, Nalm-6 pre-B cells (6–9 × 10^7^ cells in a 100 ml medium) were mixed with 2.7 ml formaldehyde (the final concentration of 1%) and shaken at room temperature for 5 min to crosslink proteins to DNA. To stop the crosslinking reaction, 17.5 ml of 2M glycine was added, and the cells were first washed with 30 ml PBS and then with 10 ml NP-40 buffer [10 mM Tris-HCl (pH 8.0), 10 mM NaCl and 0.5% NP-40]. The cells were resuspended in 200 μl SDS lysis buffer [50 mM Tris-HCl (pH 8.0), 10 mM EDTA, and 1% SDS], and to this 400 μl ChIP dilution buffer [50 mM Tris-HCl (pH 8.0), 167 mM NaCl, 1.1% Triton X-100 and 0.11% sodium deoxycholate] was added. This mixture was sonicated using a Bioruptor (CosmoBio) for the shearing of the chromatin (~500 bp). After removing insoluble materials by centrifugation (12,000 g, 5 min), 200 μl ChIP dilution buffer was added to the supernatant to generate the input fraction for the ChIP analysis. Protein A- and G-Dynabeads (Invitrogen; 15 μl suspension of each) were washed and mixed with the ChIP input fraction and a specific antibody to the protein of interest. This mixture was incubated overnight at 4°C with rotation. Following the incubation, beads were washed sequentially with 1 ml of RIPA [50 mM Tris-HCl (pH 8.0), 1 mM EDTA, 0.1% SDS, 1% Triton X-100, 0.1% sodium deoxycholate]-150 mM NaCl buffer, 1 ml RIPA-500 mM NaCl buffer, and 1 ml TE [10 mM Tris-HCl (pH 8.0) and 1 mM EDTA]. After removing TE, beads were directly mixed with 200 μl elution buffer [10 mM Tris-HCl (pH 8.0), 300 mM NaCl, 5 mM EDTA, 0.5% SDS] and incubated overnight at 65°C to reverse the cross-linking. Immunoprecipitated DNA was purified and analyzed by real-time PCR (ABI PRISM 7000 or CFX Connect Real-Time System). Obtained values were normalized with that of DNA prepared from the input fraction. Sequences of PCR primers used for the real-time PCR were: HO-1 E1 (5′-CAGTGCCTCCTCAGCTTCTC-3′ and 5′-CTCGGTGGATTGCAACATTA-3′), HO-1 E2 (5′-CTCTGCCCCTGCTGAGTAAT-3′ and 5′-GAGCAGCTGGAACTCTGAGG-3′), Rad54B intron9 (5′-TAGCTGGGACTGCAGGTGTA-3′ and 5′-GTATTGCCAGGCCACAAGAT-3′).

### Nuclease accessibility assay

Nuclease accessibility assay was performed using the EpiQ chromatin analysis kit (BIO-RAD). Permeabilized Nalm-6 pre-B cells were treated with the nuclease supplied in the kit, the DNA was purified after the nuclease treatment, and the purified DNA was amplified using the region specific primers and reagents supplied in the EpiQ chromatin analysis kit according to the protocol provided by the manufacturer of the kit. Sequences of PCR primers for the E1, E2, exon5 of *HMOX1* used in this assay were indicated above under ChIP Assay. Sequences of other primers used in this assay were: HO-1 promoter (5′-GGGGGCTCTGGAAGGAGCAAAATCA-3′ and 5′-CAGTGTGGGGTGGAGAGGAGCAGTC-3′), GAPDH promoter: (5′-CGCACGTAGCTCAGGCCTCAAGACC-3′ and 5′-GGCTGACTGTCGAACAGGAGGAGCA-3′).

## Results

### Establishment of an Arp5 gene knockout human cell line

We generated human Arp5 KO cells and utilized them to analyze the role of Arp5 in the INO80 chromatin remodeling complex. Both the alleles of the *ARP5* gene in the human Nalm-6 pre-B cell line were disrupted using conventional gene knockout methods and an Arp5 KO cell line was established (Supplementary Figure S1). Western blot analysis by using a specific anti-Arp5 antibody confirmed that no Arp5 was expressed in Arp5 KO cells (Supplementary Figure S2A). Knockout of *ARP5* gene did not bestow lethal phenotype in Arp5 KO cells; however, the growth of Arp5 KO cells was slightly slower than that of the wild-type cells (Supplementary Figure S2B). These Arp5 KO cells, along with Arp8 KO cells (Osakabe et al., 2014), were used for further analyzing the function of INO80 complex.

### INO80 complex is involved in oxidative stress-induced expression of *HMOX1*

To determine whether the INO80 complex is involved in transcriptional regulation of *HMOX1*, we analyzed the expression levels of *HMOX1* mRNA in wild-type, Arp5 KO, and Arp8 KO cells. The expression level of *HMOX1* was moderately decreased both in Arp5 KO and Arp8 KO cells in the absence of oxidative stress with hemin (Figure 1, left panel). However, significantly decreased expression levels of *HMOX1* were observed in both KO cells, as compared to that in the wild-type cells, following induction with oxidative stress; notably, the expression level of *HMOX1* in Arp5 KO and Arp8 KO cells was ~1/100 of that of the wild-type cells (Figure 1, right panel). This result suggested that the INO80 complex is required for the induction of *HMOX1* expression with hemin and that Arp5 and Arp8 may have essential roles in INO80complex function.

**Figure 1:**
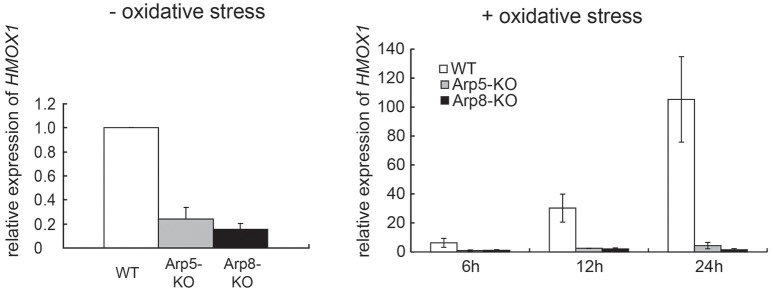
**The INO80 complex is involved in *HMOX1* expression**. Quantitative RT-PCR (qRT-PCR) analysis of *HMOX1* mRNA in wild-type (WT), Arp5 KO, and Arp8 KO cells. Left panel: control cells (not treated with hemin) and Right panel: cells treated with 20 μM hemin, an oxidative stress inducer, for the indicated time. The expression level of *HMOX1* in wild-type control cells (without oxidative stress) was arbitrarily set at 1. The expression of 36B4 gene was used to normalize the results. Averages of at least three independent experiments (± standard deviation) are shown.

We also performed a genome-wide microarray transcription analysis of control (without oxidative stress) and oxidative stress-induced Arp5-KO and Arp8-KO cells. 

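The arrays without oxidative stress were re-analyzed. Total RNA of Nalm-6 cells, a human pre-B cell line, had been hybridized to Agilent single-color arrays, with 1 array each for wild-type, Arp5 KO and Arp8 KO cells and 1 further array labelled Arp8 overexpression. The arrays of hemin-treated cells were not analysed here. All 4 arrays lay on one slide and came from one scan. With 1 array per genotype there is no replicate check on any difference, and no p-value is given. The number of arrays limits the precision. The authors deposited the scanner's processed signal of every spot, an intensity from which the software had already subtracted the background, together with a table of the same signals multiplied by one factor per array. Each array has 43376 spots other than controls, which carry 41000 different probes. Of these spots, 31188 were well above background in wild-type cells, 31420 in Arp5 KO cells, 30394 in Arp8 KO cells and 30803 on the array labelled Arp8 overexpression. The log2 processed signal was taken relative to the 75th percentile of its array, spots marked as outliers by the scanner software were left out, and the spots of one probe were averaged. A probe that is not well above background on an array has only a bound there. Its signal was raised to the lowest signal of the probes well above background on that array where its own was lower, and the ratio is then a minimum. The spread of repeated spots gives the technical error of a log2 ratio between spots of the same pair of arrays. Its median SD was 0.43 for 81 repeated probes with a dimmest signal under 50 units, of which 65 were under 10 units, 0.06 for 38 probes between 50 and 500 units, and 0.03 for 145 probes over 500 units. This error does not include differences in labelling or hybridization between arrays, nor the variation between cultures.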

The relative change in transcription of each gene in the gene loci was calculated by comparing its transcription level in Arp5 KO or Arp8 KO cells with that in the wild-type cells. 

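The targeted genes were examined on all 4 arrays. *ACTR5*, the gene for Arp5, is measured by probe A_23_P165952. Its signal was 1909 units in wild-type cells, 65.3 in Arp5 KO cells, 1849 in Arp8 KO cells and 2088 on the array labelled Arp8 overexpression. The log2 ratio of Arp5 KO to wild-type cells was -4.85. *ACTR8*, the gene for Arp8, is measured by the probes A_23_P80694 and A_24_P131697. Their log2 ratios to wild-type cells were -0.49 and -0.40 in Arp8 KO cells, and -0.71 and -0.23 on the array labelled Arp8 overexpression. *ACTR8* mRNA was therefore lower than in wild-type cells on both arrays, and the array labelled Arp8 overexpression did not show a higher level. The probe signal does not separate these arrays from each other, and which part of the mRNA the probes cover in the disrupted or introduced gene was not examined. *INO80* is measured by the probes A_23_P106522 and A_24_P39454. Its log2 ratios to wild-type cells were 0.82 and 0.94 in Arp5 KO cells and 1.01 and 1.08 in Arp8 KO cells, against 0.20 and 0.34 on the array labelled Arp8 overexpression.

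**Figure D1:**
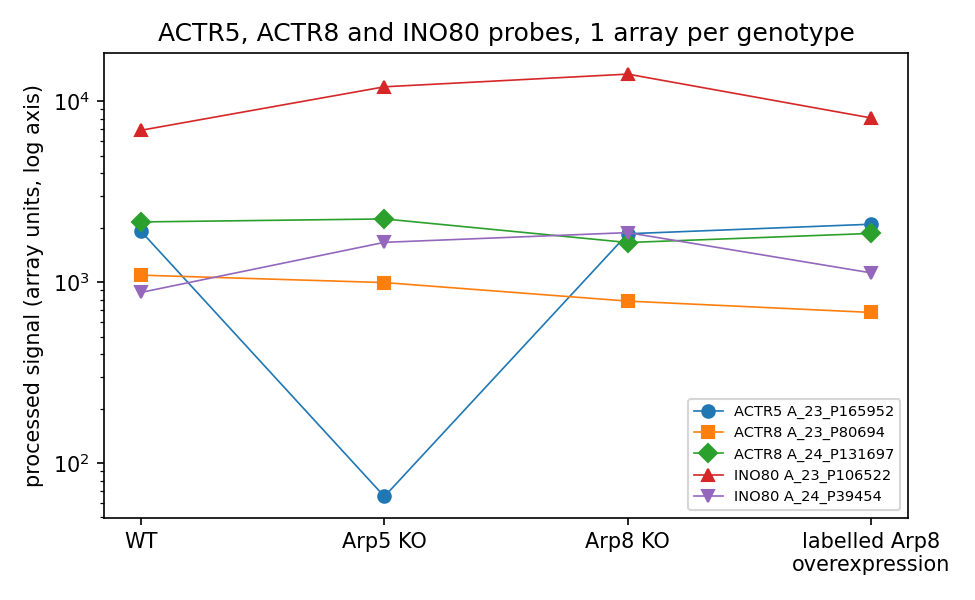
Processed signal, in array units on a log axis, of the probes for ACTR5, ACTR8 and INO80 on the 4 arrays, with 1 point per probe and array and lines joining the points of one probe. The ACTR5 point of Arp5 KO cells lies at 65.3 units, while its other points lie between 1849 and 2088 units.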

The raw data and experimental details were deposited in the GEO database under accession number GSE66888. 

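A probe was counted as misregulated when its log2 ratio to wild-type cells was beyond 2-fold in both KO cell lines and the brighter array of each comparison was well above background. This held for 262 probes without oxidative stress. Of these, 95 were higher in both KO cell lines and 144 were lower in both. Another 9 were higher in Arp5 KO and lower in Arp8 KO cells, and 14 were lower in Arp5 KO and higher in Arp8 KO cells. When a change beyond 2-fold in either KO cell line was enough, the number of probes was 1476. For 91 of the 262 probes at least 1 of the ratios is a minimum, because an array was not well above background, and 65 of these were lower in both KO cell lines. The misregulated probes were dim. The median signal on the brightest of the 3 arrays was 155.0 units for the probes higher in both KO cell lines and 67.5 units for those lower in both, against 672 units for the 30111 probes that were well above background on at least 1 of the 3 arrays.

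**Figure D2:**
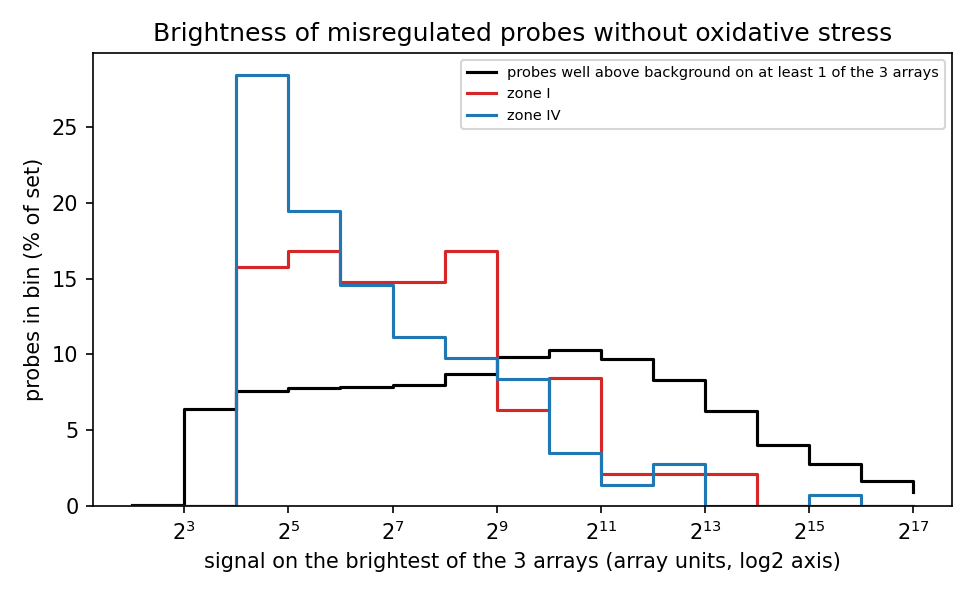
Percentage of probes by their signal on the brightest of the 3 arrays, in array units on a log2 axis, for probes higher in both KO cell lines (zone I), lower in both (zone IV), and all probes well above background on at least 1 array. The medians are 155.0, 67.5 and 672 units.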

We plotted the degree of change in the transcription level of each gene whose transcription was misregulated in Arp5 KO or Arp8 KO cells (>2-fold) (Figure 2A). 

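Genes were ranked by the smaller of the log2 ratios in the KO cell lines, over probes that have a gene name and were well above background on all 3 arrays, so that a gene with a large change in only one cell line ranks low. Genes that fell below background in a KO cell line are left out by this rule. Some of them had larger changes by the same measure than the genes listed here. This held among genes lower in both, and among those higher in Arp5 KO and lower in Arp8 KO cells. Of the genes higher in both KO cell lines, the first 3 were *JUN*, *MED18* and *FOS*. *JUN* had log2 ratios of 3.72 in Arp5 KO and 2.90 in Arp8 KO cells, *MED18* had 2.56 and 3.46, and *FOS* had 5.27 and 2.36. Of the genes lower in both, the first 3 were *HIST1H3G*, *MADCAM1* and *DLX4*. *HIST1H3G* had log2 ratios of -2.78 and -3.92, *MADCAM1* had -2.57 and -2.71, and *DLX4* had -2.17 and -2.32. The array labelled Arp8 overexpression moved the same way relative to wild-type cells. It gave -3.29, -2.59 and -1.94 for *HIST1H3G*, *MADCAM1* and *DLX4*. For *JUN*, *MED18* and *FOS* it gave 0.77, 1.58 and 0.90. The decreases, and part of the rise of *MED18*, are therefore not limited to the KO cell lines, and all these ratios share the wild-type array. *JUN* and *FOS* changed by less than 2-fold on the array labelled Arp8 overexpression. Relative to that array, *JUN* had log2 ratios of 2.95 in Arp5 KO and 2.13 in Arp8 KO cells, and *FOS* had 4.38 and 1.47. Both genes were therefore higher in the KO cell lines by a reference other than the wild-type array. *FAM90A1* was higher in Arp5 KO cells, with a log2 ratio of 1.13, and lower in Arp8 KO cells, with -1.03. *ESAM*, named here after its values were seen, had 1.03 and -1.45 and is level with it by this rank to 2 decimals. *ETV7* was lower in Arp5 KO cells, with -2.06, and higher in Arp8 KO cells, with 1.92.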

The genes belonging to the groups I to IV under each condition are listed in Supplementary Tables S1–S8. While analyzing the results obtained from the cells without oxidative stress (Figure 2A, left panel) and cells induced with oxidative stress (Figure 2A, right panel), we found a correlation between the degree of misregulation observed in Arp5 KO (horizontal axis) and Arp8 KO (vertical axis) cells (*R*^2^ = 0.64 and 0.77 in the absence and presence of oxidative stress, respectively); more than 90% of the misregulated genes were found either in zone I (upregulated in both cell types) or in zone IV (downregulated in both cell types) in the zone plot of transcript expression (Figure 2B). This observation suggested that both Arp5 and Arp8 are required for the transcriptional regulation mediated by the INO80 complex. 

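Of the 262 misregulated probes without oxidative stress, 239 lay in zone I or zone IV, a share of 91.2% with an exact 95% binomial interval from 87.1 to 94.3%. The interval covers counting only, since probes are not independent. R2 across these probes was 0.635, with a bootstrap interval from 0.526 to 0.735. Within zone I alone R2 was 0.032, and within zone IV alone it was 0.632. In 33 of the 144 zone IV probes both KO signals were not well above background, and where both are raised to the lowest signal of their array the ratios differ by a constant and follow the wild-type signal. In 65 of the 144 at least 1 ratio has such a bound. Over the 79 zone IV probes with no bound in either ratio R2 was 0.189. Over the 83 such probes of zone I it was 0.039. Leaving out probes that fell below background also removes several of the largest decreases in zone IV and narrows the range. The lower R2 there therefore does not show how much of the 0.632 came from the bounds. For the 385 probes of Supplementary Tables S1 to S4 that could be compared, the log2 ratios before any signal was raised differed from those in the tables by a median of 0.0384, with r = 0.996 across probes and both KO cell lines. Such an r is high for probes that were all chosen to be beyond 2-fold. By the zone calls used here, 252 of the 385 (65.5%) were in the zone of their table. The tables list 127, 12, 15 and 244 rows for zones I to IV. Both ratios have the wild-type array in common, and shared values alone place probes in zones I and IV. This was measured by simulating 100 sets of 3 arrays with no difference between genotypes, with the spread of each array taken from the difference between the KO arrays, which includes any true difference between them. The simulation and the observed values were both taken over 28133 probes well above background on all 3 arrays. The simulated sets had a median of 216 misregulated probes, with 99.0% of them in zones I and IV and R2 = 0.918. The observed arrays had 171 such probes, with 94.7% in zones I and IV and R2 = 0.686. Each of these lies below its low simulated value, which was 179 probes, 97.1% and R2 = 0.810. The simulated setting therefore does not match these arrays. The r of the 2 ratios over all these probes was 0.483, against a simulated median of 0.500. With an equal spread on each simulated array, a value near 0.500 follows by construction. The match therefore cannot tell the shared array from a change common to both KO cell lines. When the ratios shared no array, by taking Arp8 KO cells relative to the array labelled Arp8 overexpression, r was 0.132 over 27921 probes well above background on all 4 arrays. *ACTR8* mRNA was not higher on that array. With the reference arrays exchanged, so that Arp5 KO cells were taken relative to the array labelled Arp8 overexpression and Arp8 KO cells relative to wild-type cells, r was -0.267. The array labelled Arp8 overexpression was the closest to Arp8 KO cells, with 439 probes beyond 2-fold, the fewest of any pair. As a reference it can subtract what Arp8 KO cells share with it, so neither r shows that a common change is absent. From the correlation and the share of genes in zones I and IV, the paper proposes that both Arp5 and Arp8 are needed when the INO80 complex regulates transcription.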

Interestingly, the number of genes found in the zone IV of the zone plot were significantly increased following the induction with oxidative stress (Figure 2B, *p* = 1.9 × 10^−17^). 

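The arrays without oxidative stress give the unstressed side of this comparison. The paper's Supplementary Table S8 lists 646 rows, with 620 different probes, in zone IV after hemin. Without oxidative stress, 354 of these 620 probes were well above background in wild-type cells, and 310 were so on all 3 arrays. Over these 310 probes the median log2 ratio to wild-type cells was -0.13 in Arp5 KO and -0.14 in Arp8 KO cells, and 146 of them were lower in both KO cell lines. Probes that fell below background in a KO cell line are left out, which makes the medians less negative. Both ratios share the wild-type array, and the number lower in both that no change would give was not estimated. Of the 620 probes, 35 (5.65%) were already in zone IV without oxidative stress. Only the 354 probes well above background in wild-type cells could be called so, and the share understates the overlap among these. The number of probes in zone IV without oxidative stress depends on how dim signals are treated. It was 144 as counted here, against 95 in zone I. With no filter on dim probes zone IV held 430 and zone I 320, and with the dim side at its own signal, a setting chosen after seeing the data, they held 218 and 127. When all 3 arrays had to be well above background they held 79 and 83, but this requirement removes the zone IV probes that fell below background.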

In the absence of oxidative stress, genes belonging to eight GO categories are significantly accumulated (*p* < 0.01) in the zone IV (Supplementary Table S9). On the other hand, in the presence of oxidative stress, genes belonging to 48 GO categories are significantly accumulated in the zone IV (Supplementary Table S10). Genes for heme oxygenase 1 *(HMOX1*), glutathione peroxidase (*GPX3*), and glutathione S-transferase (*GSTM3*) are included in the zone IV only in the presence of oxidative stress. These observations suggest that the INO80 complex is involved in the expression of not only typical oxidative stress genes but also many other genes.

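Without oxidative stress, none of these genes had a probe lower beyond 2-fold in both KO cell lines. *HMOX1* is measured by 10 spots of probe A_23_P120883, with a mean signal of 99.6 units in wild-type, 37.9 in Arp5 KO and 58.6 in Arp8 KO cells. Its log2 ratio to wild-type cells was -1.37 in Arp5 KO cells (SD of the 10 spots 0.081) and -0.78 in Arp8 KO cells (SD 0.099). The array labelled Arp8 overexpression gave 0.22. *GPX3*, measured by 1 spot of probe A_23_P133474, had a signal of 60.8 units in wild-type cells and log2 ratios of -1.06 in Arp5 KO and -0.81 in Arp8 KO cells. Its dimmest signal was 28.8 units, in Arp5 KO cells, and the 8 repeated probes with a dimmest signal between 20 and 50 units had a median technical SD of 0.18, with values from 0.09 to 0.26. The *GPX3* ratio in Arp5 KO cells is closer to the 2-fold threshold than the lowest of these, and that in Arp8 KO cells is about 1 median SD from it, so the side of the threshold is uncertain for *GPX3*. *HMOX1* was beyond 2-fold in Arp5 KO cells and not in Arp8 KO cells. Under normexp background correction, whose offset of 50 units shrinks the ratios of dim probes by construction, the ratios in Arp5 KO cells were -0.65 for *HMOX1* and -0.38 for *GPX3*. *GSTM3* has 3 probes. Only A_23_P12343 was above background in wild-type cells, at 10.1 units, and it was not well above background in either KO cell line. With its single wild-type spot taken at its value, the level was at least 1.44-fold lower in Arp5 KO cells, a log2 ratio of -0.53. The median technical SD was 0.50 for repeated probes with a dimmest signal under 10 units, so a lower level of *GSTM3* is not shown. In Arp8 KO cells its signal of 9.64 units gave a log2 ratio of -0.09, which is within this SD. The other GSTM3 probes were not well above background on any of the 4 arrays, so a decrease of *GSTM3* beyond 2-fold could not have been detected here.

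**Figure D3:**
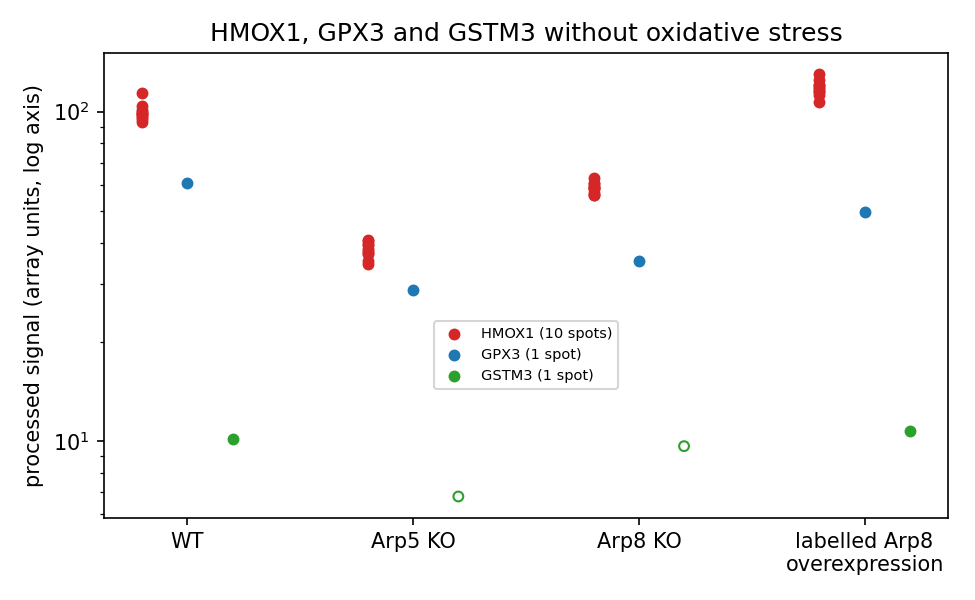
Processed signal of each spot, in array units on a log axis, for HMOX1 (10 spots), GPX3 (1 spot) and GSTM3 probe A_23_P12343 (1 spot) on the 4 arrays, with open symbols where the spot was not well above background. The HMOX1 spots lie between 92.8 and 113.5 units in wild-type and between 34.5 and 40.8 units in Arp5 KO cells.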

**Figure 2:**
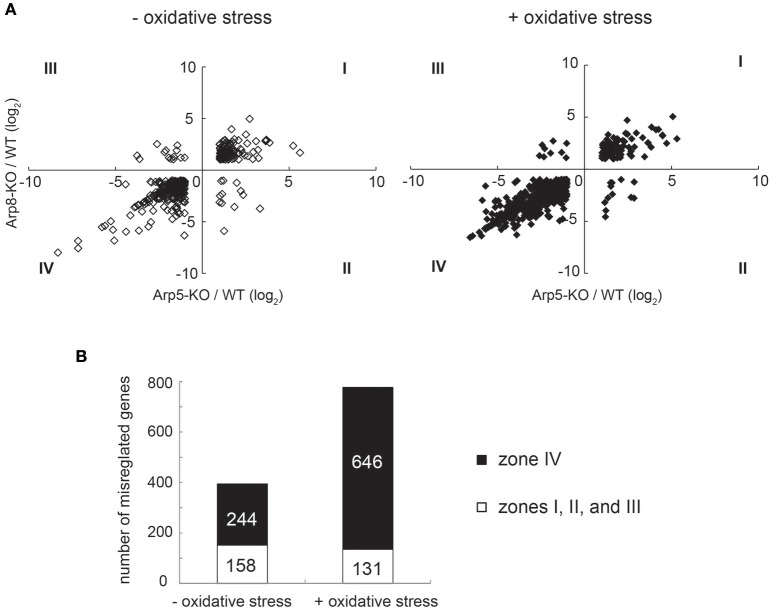
**Microarray analysis of Arp5 KO and Arp8 KO cells induced with or without oxidative stress**. **(A)** Genes whose transcriptional changes were significant in Arp5 KO and Arp8 KO cells under control (without oxidative stress, left panel) and experimental (with oxidative stress, right panel) conditions were plotted according to their log_2_ ratios. **(B)** Zone plot of transcript expression. Genes which were misregulated in these KO cells were counted and number of genes expressed in each zone, as shown in **(A)** above, were plotted. The filled bar indicates the number of genes in zone IV, expression levels of which were down-regulated both in Arp5 KO and Arp8 KO cells. The open bar indicates total number of other misregulated genes (Zones I, II, and III) in Arp5-KO and Arp8-KO cells.

### Arp8, but not Arp5, is involved in the binding of Ino80 to chromatin

Human Arp8 has been shown to have histone- and DNA-binding activities, which were suggested to contribute to the DSB repair function of the INO80 complex (Kashiwaba et al., 2010; Osakabe et al., 2014; Gerhold et al., 2015). Here, we used Arp8 KO cells to examine whether Arp8 is involved in the binding of INO80 complex to chromatin without inducing DNA damage. When we analyzed the amount of Ino80 in the chromatin fraction prepared from the wild-type, Arp5 KO, and Arp8 KO cells by Western blotting, we observed that the amount of chromatin-bound Ino80 in Arp8 KO cells decreased to around 50% of that in the wild-type cells (Figure 3, Arp8-KO). On the other hand, absence of Arp5 (Arp5 KO cells) did not have any significant effect on the binding of Ino80 to chromatin (Figure 3, Arp5-KO). These results suggested that Arp8, but not Arp5, contributes to the chromatin binding property of the INO80 complex.

**Figure 3:**
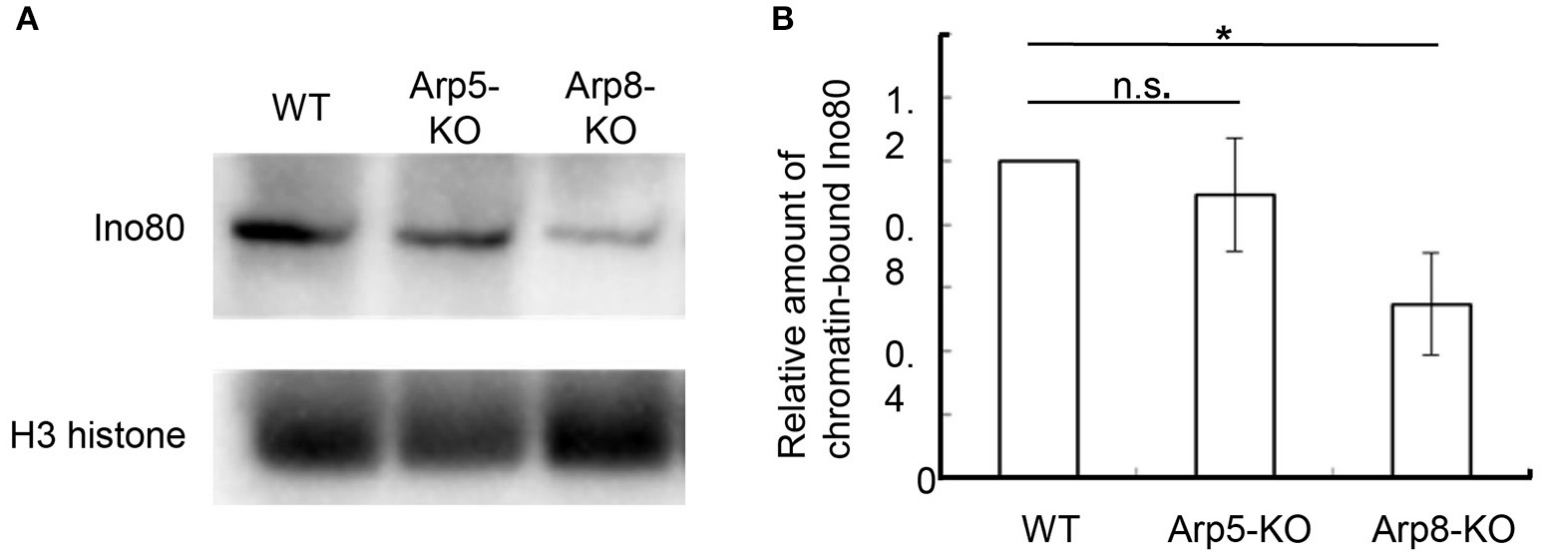
**Quantification of chromatin-bound Ino80 in wild-type, Arp5 KO, and Arp8 KO cells**. **(A)** The chromatin fractions prepared from the indicated cells were immunoblotted with an anti-Ino80 antibody (top panel) and an anti-H3 antibody (lower panel), which was used as an internal control. **(B)** The intensity of the chromatin-bound Ino80 band was normalized with respect to that of H3 band in each case, and the relative amount of chromatin-bound Ino80 in each cell line was normalized with respect to that in the wild-type cells. Student's *t*-test was used to determine the *P*-value. ^*^P < 0.05.

### INO80 complex binds to the regulatory sites of *HMOX1*

Induction of *HMOX1* expression is under the control of Maf-recognition elements (MARE). Two enhancer regions, one distal (E2) and another proximal (E1), have been identified upstream of the HO-1 coding region (Figure 4A); sequences of both enhancers conform to the sequence of the MARE (Igarashi and Watanabe-Matsui, 2014). To elucidate the role of Arp5 in the activation of *HMOX1* by the INO80 complex, we performed chromatin immunoprecipitation (ChIP) assays using anti-Arp5 (Figure 4B, upper-left panel), anti-Arp8 (Figure 4B, upper-right panel), and anti-Ino80 (Figure 4B, lower-right panel) antibodies. As shown in Figure 4B, in the absence of oxidative stress (open bars), Arp5, Arp8, and Ino80 exhibited slight, but significant binding to the E1 and E2 sites as compared to an INO80-free Rad54B site (Park et al., 2010). The bindings of Arp5 to the E1 and E2 sites in the absence of oxidative stress were confirmed by the comparison of ChIP results with anti-Arp5 and control antibodies (Supplementary Figure S3). After inducing oxidative stress, the bindings of Arp5, Arp8, and Ino80 to the E1 and E2 sites were increased (Figure 4B, filled bars). These results suggested binding of the INO80 complex to the regulatory sites of *HMOX1* in response to oxidative stress.

**Figure 4:**
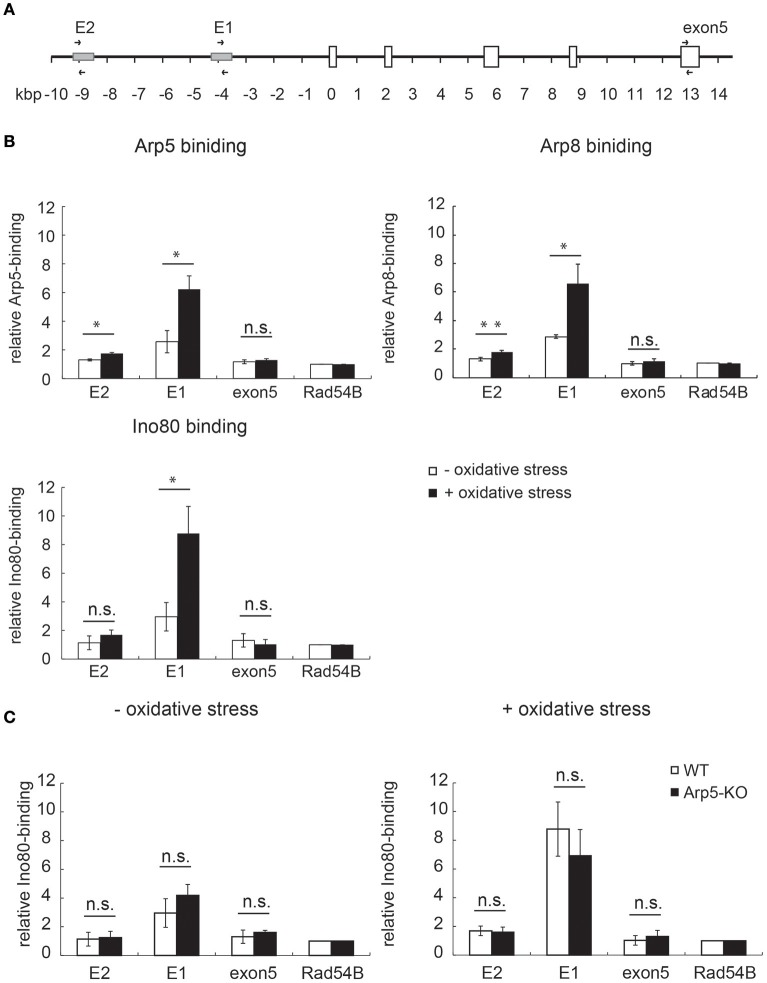
**Analysis of the binding of INO80 complex to the regulatory sites of *HMOX1***. **(A)** Schematic representation of the human *HMOX1* locus. Arrows indicate positions of PCR primer pairs used for the ChIP analysis. **(B)** The quantitative-ChIP assay was performed by using anti-Arp5 (**B**, upper-left panel), anti-Arp8 (**B**, upper-right panel), and anti-Ino80 (**B**, lower-right panel) antibodies. The amount of immunoprecipitated fragment for each site was normalized with respect to the input fraction value, and was shown as relative enrichment to that of the INO80-free Rad54 site (Park et al., 2010). Open and filled bars represent chromatin binding in control (without oxidative stress) and experimental (with oxidative stress) cells, respectively. **(C)** The binding of Ino80 to the regulatory sites in wild-type (WT) and Arp5-KO cells was analyzed by ChIP assay by using an anti-Ino80 antibody in control (without oxidative stress, left panel) and experimental (with oxidative stress, right panel) cells. Open and filled bars represent chromatin-bound Ino80 in WT and Arp5-KO cells, respectively. Data shown are averages from at least three independent experiments (± standard deviation). ^*^P < 0.05 (in **B,C**).

### Arp5 is not required for the binding of Ino80 to chromatin

To test whether Arp5 is required for the binding of INO80 complex to the regulatory sites of *HMOX1*, ChIP assay was performed using wild-type and Arp5 KO cells and an anti-Ino80 antibody. Interestingly, the binding of Ino80 to the E1 and E2 sites were not impaired in Arp5 KO cells both in the absence and presence of oxidative stress (Figure 4C, left and right panels, respectively). This result suggested that Arp5 is not required for the binding of INO80 complex to the E1 and E2 sites regardless of whether or not the cells were subjected to oxidative stress.

### Arp5 is required for the chromatin remodeling at the regulatory sites of *HMOX1*

To test the possibility whether Arp5 is required for the remodeling of chromatin by the INO80 complex, we analyzed the structure of chromatin at the E2 and E1 sites of *HMOX1*. Since open form of chromatin permits accessibility of chromatin DNA to exogenous nuclease digestion, we determined nuclease accessibility of chromatin at the regulatory sites of the wild-type and Arp5 KO cells (Figure 5, left and right panels, respectively) by quantifying the un-cut DNA by qPCR. Under oxidative stress condition, chromatin accessibility to nuclease at the E2 and E1 sites and also at a promoter site adjacent to the E1 site increased similarly in the wild-type cells (Figure 5, left panel). On the other hand, although chromatin accessibility to nuclease at the E2 and the promoter sites did not change upon induction with oxidative stress, the increase in accessibility at the E1 site was partially impaired when Arp5 KO cells were subjected to oxidative stress (Figure 5, right panel). These results suggested that, in response to oxidative stress, the INO80 complex remodels chromatin structure at the regulatory regions of *HMOX1* and that Arp5 is required for this activity of the INO80 complex. At the E1 site, some additional chromatin remodeling complexes might be involved in the change of chromatin structure.

**Figure 5:**
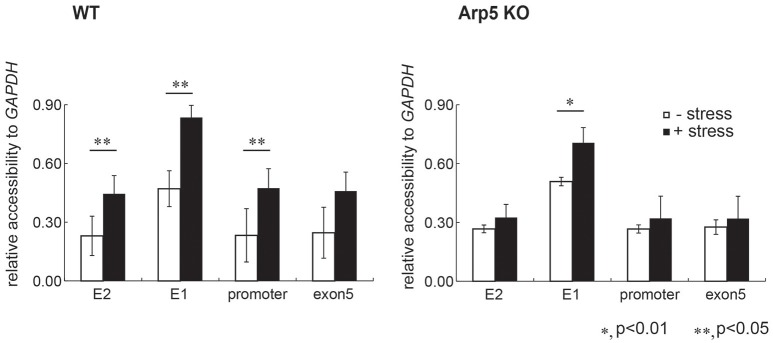
**Comparison of chromatin structure at the regulatory element sites of *HMOX1***. Chromatin is isolated from wild-type (WT) and Arp5 deficient cells, treated with nuclease, genomic DNA is then isolated and chromatin accessibility to nucleases was measured by amplifying the purified DNA using quantitative-PCR. If the chromatin forms a loose structure, the PCR amplification efficiency is low because the genomic DNA is digested by the nuclease. The nuclease accessibility value obtained for each regulatory site of *HMOX1* was normalized with that for the *GAPDH* promoter site, and was shown relative to the nuclease accessibility value obtained for the exon 5 site in control cells (without oxidative stress). Data shown are averages from at least three independent experiments (± standard deviation). ^*^P < 0.05; ^**^P < 0.01.

### Arp5 is required for binding of chromatin to the *HMOX1* activator

In the transcriptional regulation of *HMOX1*, a small Maf oncoprotein, MafK, directly binds to MARE sequences at the E1 and E2 sites of *HMOX1*, and regulates both repression and activation of *HMOX1* expression depending on its dimeric partner (Igarashi and Watanabe-Matsui, 2014). In the absence of oxidative stress, the repressor Bach1 associates with the E1 and E2 sites by forming a heterodimer with MafK and represses *HMOX1*. On the other hand, under oxidative stress, Bach1 is released from the chromatin when the NF-E2-related factor 1 (Nrf2) associates with the E1 and E2 sites by forming a heterodimer with MafK, which remains on the chromatin, and activates *HMOX1* (Figure 6A). To examine the involvement of Arp5 in the association and/or dissociation processes of these transcription factors in the induced activation of *HMOX1* by oxidative stress, ChIP assays were carried out using the wild-type and Arp5 KO cells and specific antibodies against these transcription factors. Both in wild-type and Arp5 KO cells, consistently similar level of MafK binding was observed at the E1 and E2 sites under both control (no oxidative stress) and oxidative stress conditions (Figure 6B).

**Figure 6:**
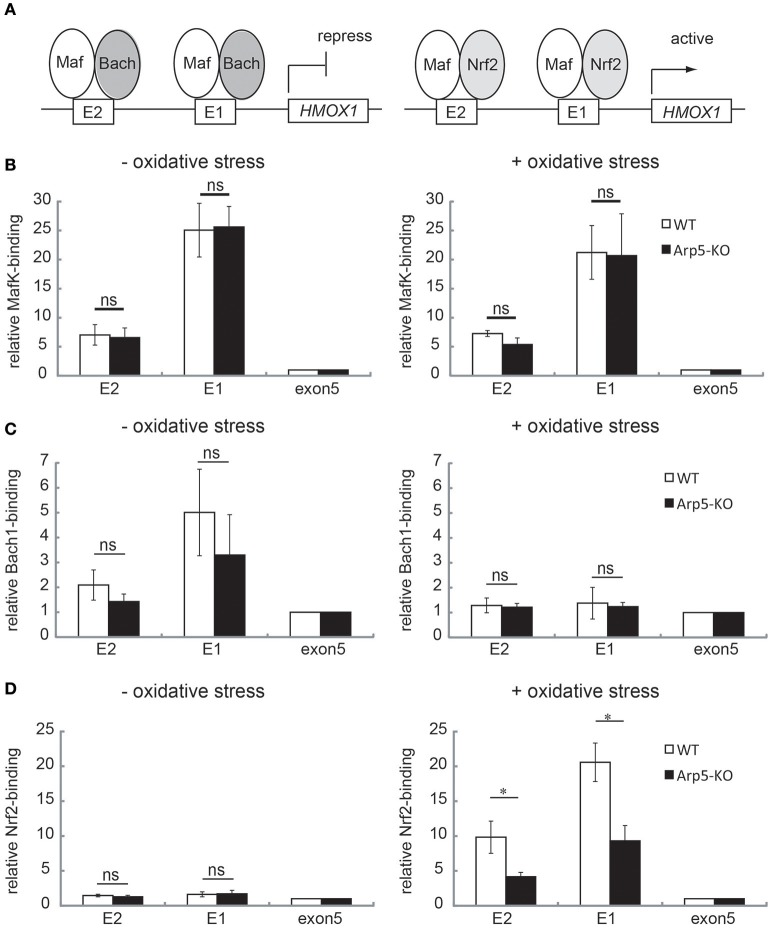
**Analysis of the binding of transcription regulators to the E2 and E1 sites of *HMOX1* in wild-type and Arp5-KO cells**. **(A)** In the absence of any oxidative stress (left panel), the repressor Bach1 forms a heterodimer with MafK, which binds to the Maf recognition element (MARE) at the E2 and E1 sites, and represses *HMOX1* transcription. In the presence of oxidative stress (right panel), Bach1 is released, and the activator Nrf2 forms a heterodimer with MafK and binds to the MARE elements at E2 and E1. To analyze the binding of these transcriptional regulators, quantitative-ChIP assay was performed using antibodies against MafK **(B)**, Bach1 **(C)**, and Nrf2 **(D)** in wild-type (open bar) and Arp5-KO (filled bar) cells. The amount of immunoprecipitated fragment was normalized with respect to the input fraction value. Data shown are binding relative to that of exon 5. Averages from at least three independent experiments (± standard deviation) are shown. *P*-value (Student's *t*-test) for the difference between WT and Arp5 KO cells is indicated. ^*^P < 0.05.

In wild-type cells, as was reported previously (Igarashi and Watanabe-Matsui, 2014), the association of Bach1 to the E1 and E2 sites was observed under no oxidative stress condition (Figure 6C, left panel), but not under oxidative stress condition (Figure 6C, right panel). In Arp5-KO cells, the association and dissociation of Bach1 were not disturbed (Figure 6C, Arp5-KO).

The binding of Nrf2 to E2 and E1 sites increased in response to oxidative stress in wild-type cells (Figure 6D, WT), as was reported previously (Igarashi and Watanabe-Matsui, 2014). In contrast, the binding of Nrf2 to E2 and E1 sites in response to oxidative stress was significantly impaired in Arp5-KO cells (Figure 6D, Arp5-KO). However, the total amount of Nrf2 and Mafk proteins in the Arp5 KO cells was similar to that in the wild-type cells (Supplementary Figure S4). Taken together with the observations that Arp5 binds to the E1 and E2 sites even in the absence of oxidative stress and that its binding to these sites was increased in response to the stress, these results tend to suggest that Arp5-dependent remodeling of chromatin by the INO80 complex is required for the binding of Nrf2 to the regulatory sites of *HMOX1*.

## Discussion

### Roles of actin family proteins in the INO80 complex

By using Arp5 KO and Arp8 KO cells, we have been able to successfully demonstrate here that Arp5 and Arp8 have roles in the INO80 chromatin remodeling complex, contributing to the induction of *HMOX1* by oxidative stress. We previously reported that the conditional KO of Arp8 leads to cell lethality (Osakabe et al., 2014). In the present study, we demonstrated that KO of Arp5 causes cells to grow slow, but does not cause cell lethality (Supplementary Figure S2). These observed differences in phenotypes of Arp5 KO and Arp8 KO cells support the contention that the actin family proteins Arp5 and Arp8 have distinctive roles in the INO80 complex.

Although the structural details of the human INO80 complex are not known yet, the fact that the components of the yeast and human INO80 complexes are evolutionarily conserved implies a high degree of structural similarity between these complexes (Gerhold and Gasser, 2014). Arp8, but not Arp5, is included in the Arp8 module together with actin and Arp4 (Tosi et al., 2013). The Arp8 module directly associates with the helicase-SANT-associated (HSA) domain of the enzymatic Ino80 ATPase scaffold. Arp8 has both histone- and DNA-binding activities (Gerhold et al., 2012; Osakabe et al., 2014), and Arp4 also has histone binding activity (Harata et al., 1999; Nishimoto et al., 2012). Although actin itself has neither histone- nor DNA-binding activity, actin in the budding yeast INO80 complex is required for the binding of the INO80 complex to extranucleosomal DNA (Bartholomew, 2013; Kapoor et al., 2013). Consistent with this observation, a subcomplex comprising of the actin family molecules belonging to the Arp8 subdomain (actin, Arp4, and Arp8) and the HSA domain fragment of Ino80 exhibited significantly more affinity for DNA binding than expected from the individual subunits (Gerhold et al., 2012). These observations suggested that, despite displaying different characteristics, actin family proteins in the Arp8 module (i.e., actin, Arp4, and Arp8) function in a cooperative manner so that the INO80 complex could bind to chromatin.

Arp5 is also shown to be required for the function of the INO80 complex in budding yeast (Yao et al., 2015, 2016). Arp5 is included in the Arp5 module, which indirectly associate with the enzymatic Ino80 ATPaes scaffold through the Rvb module (Tosi et al., 2013). In addition, Arp5 by itself, unlike Arp8, is not able to bind to either DNA or histone. The distinctive functions of Arp5 and Arp8 in the INO80 complex may rise from their topological distribution on the INO80 complex and differences in their biochemical characters.

### A model depicting the function of Arp5 and Arp8 in *HMOX1* expression

Based on our observations, together with the results described in previous reports (Zhang et al., 2006; Maruyama et al., 2013; Igarashi and Watanabe-Matsui, 2014), we propose a model depicting the roles Arp5 and Arp8 might play in the oxidative stress-induced activation of *HMOX1* (Figure 7). In the proposed model, the INO80 complex initially binds to the regulatory sites of *HMOX1* with the help of Arp8, but not that of Arp5, in response to oxidative stress. The repressor Bach1 is released from the regulatory sites independently of the activity of the INO80 complex (top). Next, the chromatin remodeling activity of the INO80 complex is induced with the help of Arp5. The remodeled chromatin structure induces the biding of the activator Nrf2 to the regulatory sites (middle). Finally, another chromatin remodeling complex BRG1 has been reported to be recruited to these sites in an Nrf2-dependent manner (Zhang et al., 2006; Maruyama et al., 2013). The BRG1 complex is shown to alter the B-DNA structure at the *HMOX1* promoter to Z-DNA structure (Maruyama et al., 2013; Zhang et al., 2006). Z-DNA formation reduces nucleosome occupancy and induces RNA polymerase II recruitment to the *HMOX1* promoter, and thereby activates the transcription of *HMOX1* (bottom).

**Figure 7:**
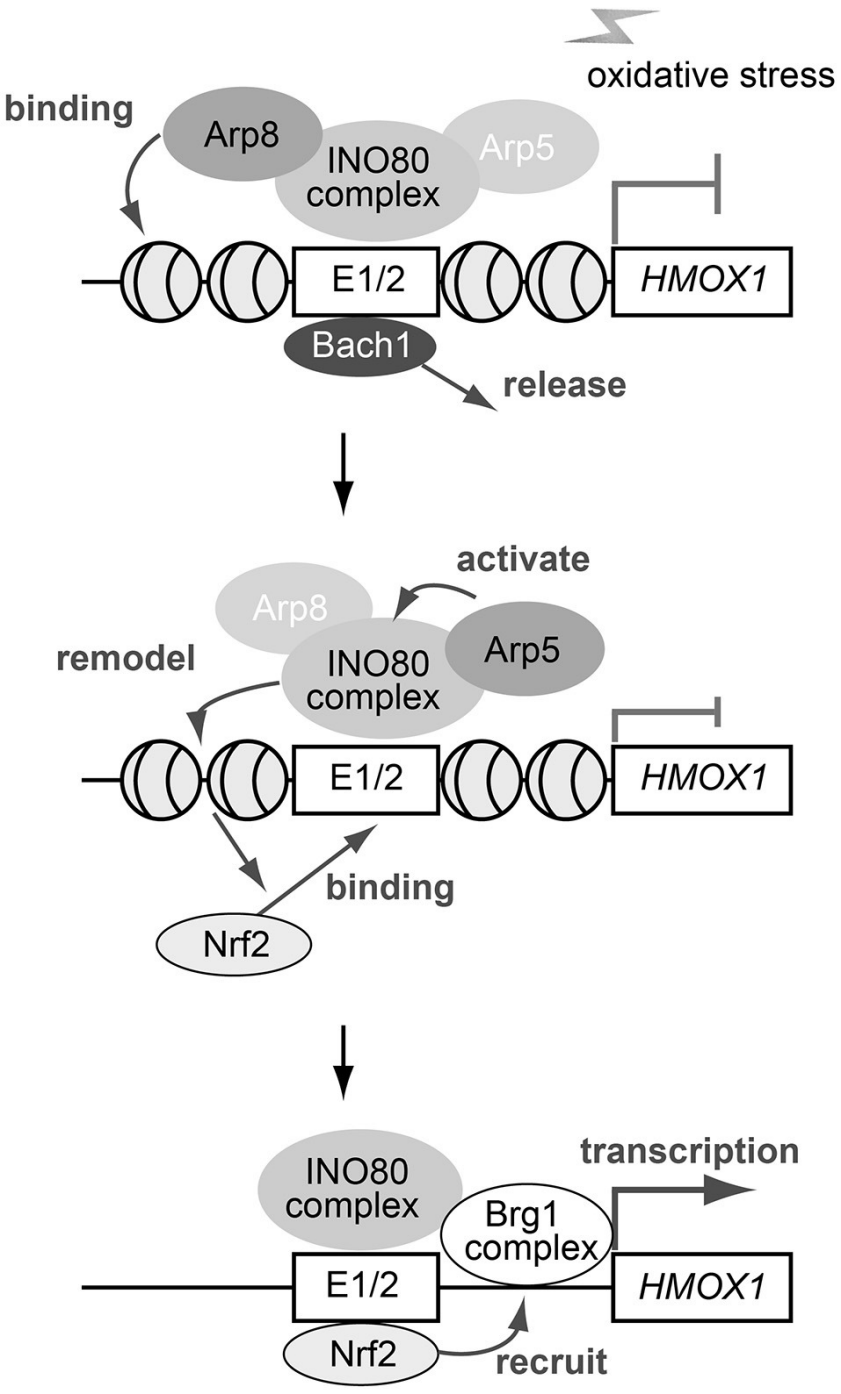
**A schematic model depicting the roles of Arp5 and Arp8 in the oxidative stress-induced expression of *HMOX1***. See text for details.

### Involvement of nuclear actin family proteins in the maintenance of genome integrity

The oxidative stress causes injury to genome DNA, and this leads to carcinogenesis, Alzheimer, aging, and various other diseases (Ryter et al., 2006; Klaunig et al., 2010; Coppedè and Migliore, 2015; Foppoli et al., 2015; Loboda et al., 2016). Oxidative stress inducible genes help in protecting the genome from the stress. For example, HO-1 has a strong reducing capacity and removes substances responsible for ROS formation. Therefore, the INO80 complex appears to play a role in the maintenance of genome integrity by activating oxidative stress inducible genes including *HMOX1*. It is also known that the INO80 complex helps maintaining the genome stability via its roles in DNA replication and DSB repair (Kawashima et al., 2007; Shimada et al., 2008; Kashiwaba et al., 2010; Gerhold et al., 2015). Based on the known broad functions of the INO80 complex in stress response and DNA metabolism, it could be conferred that Arp5 and Arp8, possibly together with actin and Arp4, may have indispensable roles in the maintenance of genome integrity.

## Author contributions

YT, HM, YA, YK, YO, HN, and KS contributed to the acquisition, analysis, and interpretation of data. KI and MH made substantial contribution to the conception and design of the work. All authors participated in drafting the manuscript, approval for publication, and agree to be accountable for all aspects of this work.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Actin Family Proteins in the Human INO80 Chromatin Remodeling Complex Exhibit Functional Roles in the Induction of Heme Oxygenase-1 with Hemin
**Source:** Front Genet. 2017 Feb 21;8:17. doi: 10.3389/fgene.2017.00017
**Supplement:** Supplementary file 12

**SUPPLEMENTARY INFORMATION**

**Supplementary Fig. S1.** Establishment of Arp5 gene knockout cells. Restriction maps of the Arp5 knockout targeting vector construct and gene locus following the targeted integration of the Arp5 knockout construct. Black boxes (upper) indicate the positions of exons. The targeting vector construct is expected to disrupt two exons.

**Supplementary Fig. S2**. Western blot analysis and growth curves of Arp5-knockout cells. (A) Whole-cell extracts prepared from the wild-type (WT) and Arp5-KO cells were analyzed by Western blot using either an anti-Arp5 or an anti-α-tubulin antibody. (B) Representative growth curves for the wild-type (WT, 0- to 6-day) and Arp5-KO cells (0- to 6-day). Y-axis indicates cell number in log-scale. The number of living cells was counted by trypan blue staining and was shown in the plot as relative cell number.

**Supplementary Fig. S3**. The quantitative-ChIP assay was performed by using an anti-Arp5 antibody (open bar) or a control IgG (filled bar). Data shown are averages from at least three independent experiments (± standard deviation). *, P<0.05.

**Supplementary Fig. S4.** Expression levels of *HMOX1* transcription factors. Whole-cell extracts were prepared from the wild-type (WT) and Arp5 KO cells cultured in the absence (-) or presence (+) of 20 µM heme for 24 hrs, and expression levels of transcription factors MafK and Nrf2 were analyzed by Western blotting with (A) an anti-MafK or (B) an anti-Nrf2 antibody. An anti-α-tubulin antibody was used as a control.

How the deposited data were processed for this re-analysis (not part of the article)

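The samples were Nalm-6 pre-B cells without oxidative stress, with 1 single-color array for each of wild-type, Arp5 KO and Arp8 KO cells and 1 for cells labelled Arp8 overexpression. The arrays of hemin-treated cells were not analysed here, and values after hemin are those of the paper's supplementary tables. The authors deposited the scanner software's output for each array. Its processed signal is an intensity on a linear scale, background-subtracted and detrended within the array by the software and not scaled between arrays. They also deposited a table of intensity values, which were found to equal the processed signal multiplied by one factor per array, and how the factor was set is not stated in the paper's text. The other columns used are the software's marks for outlier spots and for spots well above background.

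From these intensities the log2 processed signal was taken relative to the 75th percentile of the spots other than controls. Outlier spots were left out. Spots of one probe were averaged, and a probe counted as well above background on an array when most of its spots were. A log2 ratio was used when the brighter array was well above background. The dimmer array was raised to the lowest signal of probes well above background where its own was lower, at 7.76 units for wild-type, 6.90 for Arp5 KO, 9.44 for Arp8 KO cells and 8.87 for the array labelled Arp8 overexpression. Misregulated probes were beyond 2-fold in both KO cell lines. No spot was saturated. The planned normexp alternative could not be run as written, because the scanner output used here holds no mean signal. It was run on the median signal with an offset of 50 in limma 3.58.1 under R 4.3.3. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The zone calls were tested on simulated data for Arp5 KO and Arp8 KO over wild-type cells, over 40822 probes, of which 200 were changed by 2 on the log2 scale. The noise was the spread of repeated spots in wild-type cells, with an SD of 0.372 for probes under 50 units, 0.078 from 50 to 500 units and 0.051 above. Of the changed probes 184 were recovered in the right zone, 27 of 43 under 50 units and all of the 157 brighter ones. Among the unchanged probes 59 were called, all under 50 units. This noise holds no difference in labelling or hybridization between arrays and no variation between cultures.

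Genes were named through the accession of each probe and the gene table of assembly GRCh38.p14, which matched 26222 of 41000 probes (64.0%), and the supplementary tables named 117 more. The scanner output names another genome build, so that table was used for names only. The genes named are those of the paper, the 3 genes of zones I and IV and the 1 gene of zones II and III with the largest value of the smaller of the 2 log2 ratios, over probes with a gene name that were well above background on all 3 arrays. Lists of immediate early, Y-linked, Nrf2 target, interferon-stimulated and INO80 complex genes, and of the genes named in the paper, were examined as sets against 10000 random lists matched on mean signal. *FOS*, *JUN*, *EGR1* and *MX1* had been seen in the supplementary tables before the lists were written.

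The number of spots well above background was between 30394 and 31420 per array, and with 1 array per genotype there is no replicate error. The technical error of a ratio was grouped by the dimmest signal of a probe, after a first grouping by the brightest signal had given too small an error to probes that are dim on 1 array. The finer grouping under 50 units, used for *GPX3* and *GSTM3*, was added after seeing the data. Intervals for R2 come from 2000 bootstrap draws over probes. The values with a shared wild-type array and no effect come from 100 simulated sets. Alternatives were other scalings, the authors' table, other filters on dim probes, other fold thresholds, other counting units and another reference array. The enrichment of gene ontology categories was not analysed here.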

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

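The comparison of pairs of arrays and of the *ACTR8* probes was chosen after the results were seen, and so was the test on the zone I and zone IV probes. The array labelled Arp8 overexpression is not reported on in the paper. Against wild-type cells, 439 probes were higher and 819 were lower beyond 2-fold on it, which is a signal in data the paper did not analyse. No replicate gives the number that 2 arrays of wild-type cells would differ by. Arp5 KO cells had 351 probes higher and 342 lower, and Arp8 KO cells 436 higher and 609 lower. A wild-type array that alone is out of place is argued against, because the pair with the most probes beyond 2-fold over probes well above background on all 4 arrays was Arp5 KO and the array labelled Arp8 overexpression, with 1173 probes, against 485, 779 and 988 for the pairs with wild-type cells. The pair of Arp8 KO cells and the array labelled Arp8 overexpression had the fewest, 439. A difference between cultures or clones and an effect of the introduced gene were not tested and stay open.

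The array labelled Arp8 overexpression moved the same way as the KO cells, with a median log2 ratio to wild-type cells of 1.07 for the zone I probes and -1.39 for the zone IV probes. These probes were chosen by their wild-type signal, which enters each of the ratios, so a wild-type array out of place at these probes and a true change cannot be told apart here. Relative to the array labelled Arp8 overexpression, the median in Arp8 KO cells was 0.45 for the zone I probes and -0.43 for the zone IV probes.

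The label of this array is not borne out by *ACTR8*, whose probes gave log2 ratios of -0.71 and -0.23 to wild-type cells. The label Arp8 KO is not settled by this gene either, with -0.49 and -0.40 there. The paper refers to an earlier conditional KO of Arp8 that was lethal to cells. Whether the Arp8 KO cells of these arrays were conditional is not stated in its text. An exchange of the arrays labelled Arp8 KO and Arp8 overexpression cannot be told apart from correct labels by this gene, because the array labelled Arp8 KO was 0.21 above the other on one probe and -0.16 on the other. An introduced gene that lacks the sequence of the probes was not tested.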

How the results depend on the processing

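The normexp setting, the minimum brightness, the kept outlier spots and the settings with the dim side at its own signal were chosen after seeing the data. The others were set before the data were examined. No paired analysis was possible because each genotype has 1 array. Under the scalings, normexp and the authors' table, the log2 ratios of *ACTR5*, *HMOX1*, *GPX3* and the genes named for zones I to IV, *ESAM* included, kept their direction, as did *EGR1*, *INO80* and *MX1*. For the genes named for the zones, for *EGR1*, *INO80* and *MX1* this check was added after seeing the data. Under normexp *DLX4* was no longer beyond 2-fold in either KO cell line, with -0.77 and -0.80, nor was *FAM90A1*, with 0.91 and -0.80, *ESAM* was at 0.92 in Arp5 KO cells, and *ETV7* was at -0.42 in Arp5 KO cells. With the authors' table *ESAM* was at 0.99 in Arp5 KO cells. The counts of misregulated probes depended on the fold threshold and on the filter on dim probes more than on the scaling. Under quantile normalization, no scaling, the percentile over probes well above background and the authors' table, the total was between 266 and 267 and R2 between 0.621 and 0.626.

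At 1.5-fold the total was 1119, with 494, 44, 58 and 523 in zones I to IV. At 3-fold it was 60, with 19, 1, 3 and 37, and R2 was 0.774. With no filter on dim probes it was 802, with 320, 21, 31 and 430, and r with no shared array was 0.0544. With all 3 arrays well above background it was 171, with 2, 7 and 79 in zones II to IV and a share of 94.7% in zones I and IV. Counted as gene symbols it was 155, with 57 in zone I and 80 in zone IV. Counted in either KO cell line it was 1476. With Arp8 KO cells over the array labelled Arp8 overexpression, zones I, III and IV held 27, 6 and 33 probes, the share was 78.9% and R2 was 0.359. With the brightest array at 100 units or more the total was 128, with 54, 7 and 59 in zones I, III and IV. With the dim side at its own signal zone IV held 218 probes. Counting each spot of the authors' table with the dim side at its own signal gave a total of 394 and 240 in zone IV.

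Under normexp the total was 60, with 21, 1, 1 and 37 in zones I to IV, a share of 96.7% and R2 = 0.759. The log2 ratios became -0.65 and -0.44 for *HMOX1* and -0.38 and -0.33 for *GPX3* in Arp5 KO and Arp8 KO cells, -0.07 for *GSTM3* and -3.93 for *ACTR5* in Arp5 KO cells, and -0.05 for the median of the Table S8 probes in Arp5 KO cells. The array labelled Arp8 overexpression had 127 probes higher and 237 lower, with medians of 0.46 for zone I and -0.48 for zone IV probes. The offset of 50 units added by normexp shrinks the ratios of dim probes by construction. Under quantile normalization *ACTR5* was at -4.93, the median of the Table S8 probes in Arp8 KO cells at -0.08, and the medians on the array labelled Arp8 overexpression at 1.14 and -1.29. The *ACTR8* ratios on that array were -0.75 and -0.28 with the authors' table and -0.27 for the second probe with the percentile over probes well above background. Apart from normexp, whose offset shrinks ratios, the cause was not tested. Signal over background limits every zone. A ratio is a minimum for 12 of 95 probes in zone I, 7 of 9 in zone II, 7 of 14 in zone III and 65 of 144 in zone IV.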

Differences from the paper's values

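The count of zone IV without oxidative stress was 144 probes, and the paper's Supplementary Table S4 has 244 rows. None of the alternatives set before the data were examined came within 1.5 times of the paper's value. They gave between 33 and 157 probes, apart from 430 with no filter on dim probes and 523 at 1.5-fold. Under 3 settings chosen after seeing the values the count came within it, at 195 probes with outlier spots kept, 218 probes with the dim side at its own signal and 240 spots when each spot of the authors' table was counted in the same way.

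For *HMOX1* without oxidative stress, the array gave 0.387 of the wild-type level in Arp5 KO and 0.582 in Arp8 KO cells. The paper's values by qRT-PCR, relative to 36B4, are about 0.24 and about 0.16 in Fig. 1, read by eye, with SDs of about 0.1 and about 0.05. None of the scalings set before the data were examined brought the array value within the paper's. They gave between 0.371 and 0.382 in Arp5 KO and between 0.573 and 0.607 in Arp8 KO cells. In the paper's figure the level is lower in Arp8 KO than in Arp5 KO cells, while on the arrays it was lower in Arp5 KO cells. The paper's values overlap within their SDs and each genotype has 1 array. An order of the KO cell lines is therefore not established by either.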

Other observations

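The tests on *INO80*, on the filter on dim probes, on neighbouring spots and on the brightness of recurring probes were chosen after the results were seen. The test on the hemin tables and the test with no shared array were chosen before, but the weight given to the different lengths of those tables and the exchange of the reference arrays were added after their results were seen.

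*INO80* mRNA was higher in both KO cell lines, by the ratios given beside the text on the targeted genes. Scaling is argued against, since the lowest log2 ratio over 2 probes, both KO cell lines and every scaling was 0.78. This is above the spread of repeated spots, which leaves out differences in labelling or hybridization between arrays. A wild-type array out of place at this gene is argued against too, since the lowest ratio to the array labelled Arp8 overexpression was 0.61. A response of the gene to the loss of a subunit is a hypothesis that 1 array per genotype leaves open, as it does a difference between cultures. The paper reports on Ino80 protein in chromatin and not on its mRNA.

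The zone IV count was above the zone I count. A zone IV probe needs only the wild-type array to be bright, whereas a zone I probe needs both KO arrays. Whether this filter makes the difference cannot be told apart from a true excess of lower genes. With all 3 arrays well above background zone IV held 79 probes and zone I held 83, but that requirement itself removes the zone IV probes that fell below background. With no filter on dim probes zone IV held 430 and zone I 320, and with the brightest array at 100 units or more they held 59 and 54. Local bright spots on the wild-type array may add to it. Of 148 zone IV spots, 16 lay beside another zone IV spot, against a median of 6 and at most 14 in 100 draws of equally bright spots while 2 of 104 zone I spots lay beside another zone I spot. With outlier spots kept, the number for zone IV was 50 of 202. Whether local bright spots are the cause cannot be told apart by the hemin tables. There, 17.4% of the probes of Table S4 recur in Table S8 and 16.9% of those of Table S1 in Table S5, but Table S8 holds 620 probes and Table S5 holds 116.

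Recurrence depended on brightness. Of the 151 Table S4 probes under 50 units on the brightest array, 4.64% recur after hemin, against 38.9% of the 90 brighter ones. For Table S1 the shares were 1.92% of 52 and 28.8% of 66. Noise of dim spots may account for part of the lists, while a loss of these changes under hemin was not tested.

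Whether the shared wild-type array is the whole cause of the correlation between Arp5 KO and Arp8 KO ratios cannot be told apart here. With no shared array r was 0.132, and with the references exchanged it was -0.267. Taking each array in turn as the shared reference, the share of probes beyond 2-fold that moved the same way was between 74.1% and 99.8% over the 12 combinations, and it was 94.6% for the paper's combination.

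The other genes the paper names were within 2-fold on every probe in both KO cell lines. *RAD54B* had log2 ratios of -0.37 in Arp5 KO and -0.57 in Arp8 KO cells, *ACTL6A* had -0.16 and -0.18, *GAPDH* had -0.21 and -0.29, and *NFE2L2*, the gene for Nrf2, had -0.08 and 0.07. Over 4 probes *ACTB* lay between -0.35 and 0.05 in Arp5 KO and between -0.32 and 0.03 in Arp8 KO cells. *BACH1* lay between -0.22 and 0.11 and between -0.11 and 0.09 over 2 probes, and *MAFK* between -0.08 and -0.01 and between 0.07 and 0.26 over 2 probes. *SMARCA4* lay between -0.21 and 0.15 and between -0.12 and 0.14 over 3 probes, and *RPLP0*, the gene for 36B4, between -0.04 and 0.08 and between -0.04 and 0.10 over 3 probes. No technical or biological explanation was tested for these values.

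Gene lists were set against random lists matched on mean signal, as a description of these arrays. The 12 measured immediate early genes had median log2 ratios of 1.03 in Arp5 KO and 0.39 in Arp8 KO cells, at percentiles 100 and 99.99, and -0.02 on the array labelled Arp8 overexpression. Tables S1 to S4 hold 4 of the list (*FOS*, *FOSB*, *JUN* and *EGR1*). *EGR1* had log2 ratios of 5.66 and 1.70. The 15 measured interferon-stimulated genes had medians of -0.17 and -0.21, at percentiles 1.38 and 0.77, and 0.07 on the array labelled Arp8 overexpression. *MX1*, the member in those tables, had -0.97 and -1.09. The 11 measured Nrf2 targets, which include *HMOX1*, had medians of -0.18 and -0.15, at percentiles 1.5 and 6.89. The 8 measured Y-linked genes had -0.02 and -0.17, at percentiles 29.8 and 4.85, the 15 INO80 complex genes 0.03 and 0.10, at percentiles 52.4 and 81.3, and the 14 genes named in the paper -0.07 and -0.07, at percentiles 7.89 and 10.48. On the array labelled Arp8 overexpression the Nrf2 targets were at -0.12 and the Y-linked genes at -0.10. The INO80 complex genes were at 0.06 there and the genes named in the paper at -0.12. All of these have the same sign as in the KO cells. Under the other scalings these medians kept their sign, with these exceptions. In Arp5 KO cells the INO80 complex genes were at -0.01 with the authors' table and at 0.0 with no scaling and under normexp. The Y-linked genes were at -0.0 there under normexp. On the array labelled Arp8 overexpression the immediate early genes were at 0.01 under quantile normalization and with no scaling. The INO80 complex genes were at -0.01 on it under normexp. No explanation was tested for these lists, and the way cells were handled before harvest is not stated for these arrays in the paper's text.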
